# Gut microbiota regulate tumor metastasis via circRNA/miRNA networks

**DOI:** 10.1080/19490976.2020.1788891

**Published:** 2020-07-18

**Authors:** Zhuxian Zhu, Jianguo Huang, Xu Li, Jun Xing, Qiang Chen, Ruilin Liu, Feng Hua, Zhongmin Qiu, Yuanlin Song, Chunxue Bai, Yin-Yuan Mo, Ziqiang Zhang

**Keywords:** Gut microbiota, cancer, metastasis, circular RNA (circRNA), microRNA, interleukin-11(IL-11), cancer stem cell

## Abstract

**Background:**

Increasing evidence indicates that gut microbiota plays an important role in cancer progression. However, the underlying mechanism remains largely unknown. Here, we report that broad-spectrum antibiotics (ABX) treatment leads to enhanced metastasis by the alteration of gut microbiome composition.

**Methods:**

Cancer LLC and B16-F10 cell metastasis mouse models, and microarray/RNA sequencing analysis were used to reveal the regulatory functions of microbiota-mediated circular RNA (circRNA)/microRNA (miRNA) networks that may contribute to cancer metastasis.

**Results:**

The specific pathogen-free (SPF) mice with ABX treatment demonstrated enhanced lung metastasis. Fecal microbiota transplantation (FMT) from SPF mice or Bifidobacterium into germ-free mice significantly suppressed lung metastasis. Mechanistically, gut microbiota impacts circRNA expression to regulate levels of corresponding miRNAs. Specifically, such modulations of gut microbiota inhibit mmu_circ_0000730 expression in an IL-11-dependent manner. Bioinformatics analysis combined with luciferase reporter assays revealed reciprocal repression between mmu_circ_0000730 and mmu-miR-466i-3p. We further showed that both mmu-miR-466i-3p and mmu-miR-466 f-3p suppresses a number of genes involved in epithelial-mesenchymal transition (EMT) and stemness of cancer stem cells such as SOX9.

**Conclusions:**

These results provide evidence of a previously unrecognized regulatory role of non-coding RNAs in microbiota-mediated cancer metastasis, and thus, the microbiome may serve as a therapeutic target.

## Introduction

Gut microbiota has been implicated in cancer.^1,2^ Evidence is growing that the gut microbiota modulates the host response to cancer therapeutics, such as primary resistance to chemotherapy or immunotherapy.^3–7^ Moreover, gut microbiota dysbiosis due to broad-spectrum antibiotics (ABX) during anticancer treatments may disturb the cancer microenvironment contributing to cancer progression.^8–10^ However, little is known about whether gut microbiota regulates tumor metastasis.

Metastasis is a complex process that requires the interaction between tumor cells and their microenvironment.^11^ Disturbance of gut microbiota composition is correlated with impaired immune cell activity,^12^ while microorganisms such as probiotics can remodel the tumor microenvironment. However, little is known as to whether gut microbiota alters the tumor microenvironment by affecting circulating non-coding RNAs such as circular RNAs (circRNAs)/microRNAs (miRNAs) that contribute to cancer metastasis; and the underlying mechanism remains to be determined yet.

The gut microbiota affects inflammation and immunity not only locally at the mucosal level but also systemically,^13–15^ raising a question of whether the microbiota alters the tumor microenvironment by regulating circulating non-coding RNAs, including circRNAs and miRNAs, that may contribute to cancer metastasis and therapy efficacy. circRNAs are a novel class of endogenous non-coding RNAs (ncRNAs) formed from exons or introns through special selective shearing. Accumulating evidence indicates that circRNAs play a vital role in modulating tumor development by maintaining cellular homeostasis.^16^ The involvement of circRNAs in different types of cancers has also been reported.^17^ They can play a role of regulatory interaction with miRNA to prevent mRNA translation, bind to RNA-associated proteins or influence gene expression by regulating gene splicing or mRNA levels.^18^ However, whether gut microbiota alters tumor microenvironment by regulating non-coding RNAs, contributing to cancer metastasis, has been unexplored.

In this study, we found that ABX increased cancer metastasis. Furthermore, analysis of gut microbiota by deep sequencing combined with animal models and fecal transplantation identified a critical role of gut microbiota in the regulation of cancer progression and metastasis through IL-11/circRNA/miRNA/SOX9 axis.

## Results

### Dysbiosis of gut microbiota is associated with enhanced cancer metastasis

To define the role of broad-spectrum antibiotics (ABX) mediated depletion of the gut microbiota in cancer metastasis, we used the syngeneic animal model. Microbial depletion, as supported by 16 S rDNA sequencing (Figure 1K, Fig. S1), was associated with cecum enlargement (Figure 1A). ABX application significantly promoted tumor metastasis. We also observed the visible differences in the number of metastatic nodules between SPF (mice raised in specific pathogen-free conditions) and SPF/ABX (SPF mice with broad-antibiotics administration) mice (Figure 1B-F). Survival analysis showed that the ABX application significantly reduced the survival rate (Figure 1G and H).

**Figure 1.**
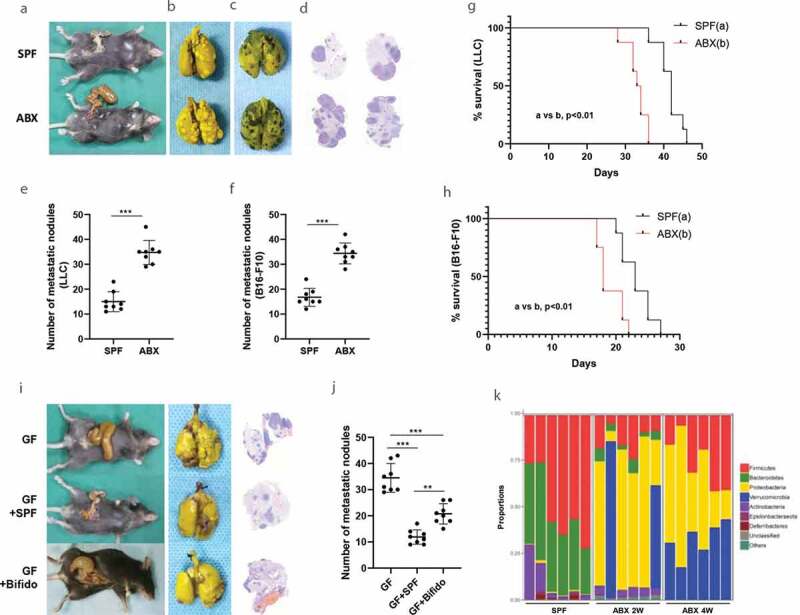
Gut microbiota dysbiosis promotes metastasis in animal experiment model. **A-F**, Tumor mice models were established by inoculating with LLC cells (b) or melanoma B16-F10 cells (c) via tail vein into C57BL/6 mice. The visible differences in the number of metastatic nodules between SPF and SPF/ABX mice were observed as a whole lung (b-c) or by pathological and HE stain (d). The number of metastatic nodules between different groups was calculated (e-f). **G-H**, Survival curves analysis. Kaplan-Meier estimates for survival rate of the SPF and SPF/ABX-treated mice. *p* values are shown [log-rank (Mantel-Cox) test analysis]. **I-J**, The visible differences in the number of metastatic nodules among GF, GF/SPF or GF/Bifido group were analyzed as a whole lung or by HE staining. These experiments were performed in two sets and 6–8 mice per group. **K**, By 16 S rDNA sequencing, mice fecal samples were sequenced to evaluate the influence of antibiotics on gut microbiota in different groups. Statistical analysis: one-way ANOVA (Figure 1E-F,1 J). Data are shown as mean ± SEM. *P < .05; **P < .01; ***P < .001.

To determine the role of gut microbiota in tumor metastasis, we took two approaches. The first one was fecal microbiota transplantation (FMT) and the second one was Bifidobacterium inoculation because Bifidobacterium is known for its beneficial effect.^19^ We found that FMT from SPF mice or Bifidobacterium into germ-free (GF) avatar mice inhibited tumor metastasis. There were visible differences in the number of metastatic nodules between GF mice and GF/SPF (FMT using SPF mouse stool into the GF mice) group. These phenotypes were restored after FMT from SPF mice or Bifidobacterium into GF avatar mice (Figure 1I and J).

Next, we analyzed the composition of the gut microbiota of fecal specimens from ABX treated mice since ABX is known to influence gut microbiota.^20,21^ 16 S rDNA sequencing revealed that ABX significantly reduced the number and types of gut microbiota. For instance, compared with the no-ABX group, the Bifidobacterium was significantly reduced in the ABX group. By contrast, FMT using SPF mouse stool into the ABX mice for two weeks restored intestinal flora (Figure 1K, Fig. S1).

### Gut microbiota regulates the expression of miRNAs

Studies^22,23^ have suggested that non-coding RNAs, including miRNAs and circRNAs, play important roles in the regulation of tumor microenvironment. Given the possible involvement of gut microbiota in cancer metastasis, we asked whether gut microbiota can regulate the circulating miRNAs and even miRNAs in tumor tissue.

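Small RNA from plasma of male mice without xenografted tumors was sequenced in 4 groups of 3 libraries each. These were germ-free mice (GF), germ-free mice given Bifidobacterium (GF/Bifido), mice kept in specific pathogen-free conditions and treated with broad-spectrum antibiotics (SPF/ABX), and germ-free mice given a probiotic labelled EcN, the usual abbreviation of Escherichia coli Nissle (GF/EcN), a group that the paper does not describe. The authors deposited read counts for each mature miRNA without normalization. The paper's text does not name the aligner, the counting rule or the test used for miRNA sequencing, and gives a two-sample t-test with a threshold of 0.05 as a general rule. The first table held 937 rows for 679 distinct miRNA names. Of the 81 names with more than 1 row, 30 had the same counts in each of their rows and 51 did not. One row per name, the row with the highest total, was used here, a choice made after the data were examined. Total counts over these rows had a median of 12820703 in GF (10185129 to 12975122), 11001424 in GF/Bifido (8840549 to 11506801) and 15954606 in SPF/ABX (12721402 to 15981520). The GF/EcN libraries came in a separate table and were smaller, with a median of 1117999 counts (928234 to 1878297). Counts were normalized with edgeR's TMM method, low counts were removed with filterByExpr for the 2 groups compared, and groups were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The biological coefficient of variation between libraries of one group was 0.454 in GF/Bifido, against 0.222 in GF and 0.220 in SPF/ABX.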

We found important regulatory functions of circulating miRNA networks in a gut microbiota-dependent manner. For example, microarray and RNA sequencing identified differentially expressed miRNAs between GF and GF/SPF, GF and GF/Bifidobacterium, SPF and SPF/ABX mice. (Figure 2 A-C). miRNA microarray analysis for GF/SPF vs GF group detected a total of 1176 miRNAs, including 198 upregulated and 244 downregulated miRNAs. Similarly, miRNA sequencing analysis for GF/Bifido vs GF group detected a total of 898 miRNAs, including 116 upregulated and 75 downregulated miRNAs. 

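In GF and GF/Bifido plasma, 679 miRNA names had at least 1 read in at least 1 of the 6 libraries, and 651 passed the filter on low counts. The deposited counts came as 937 rows. The paper's total of 898 exceeds the number of names, so its counts may be of rows. With an adjusted p-value below 0.05 from edgeR's quasi-likelihood test, 0 miRNAs were higher and 1 was lower in GF/Bifido. With an unadjusted p-value below 0.05, 85 miRNAs were higher and 53 were lower, where 32.6 in all would be expected by chance among 651 tests. Each of these 138 miRNAs changed by at least 1.5-fold. The groups did not overlap for 198 miRNAs, which is 30.4% of those tested, against 10% expected by chance if both groups had the same spread. The coefficient of variation was 0.454 in GF/Bifido and 0.222 in GF, so the share expected here is not known. The adjusted counts depended on the test and on the handling of repeated rows. DESeq2's Wald test gave 28 higher and 14 lower miRNAs at the same adjusted threshold. When every row of the table was tested as deposited, an alternative fitted before one row per name was settled on, 26 rows were higher and 8 were lower, and these rows belonged to 4 and 5 distinct miRNA names. The largest counts came from a fold change of at least 1.5 without a test, with 157 higher and 107 lower miRNAs.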

For SPF/ABX vs SPF group also analyzed by miRNA sequencing, there were a total of 938 miRNAs, including 138 upregulated and 115 downregulated miRNAs.

**Figure 2.**
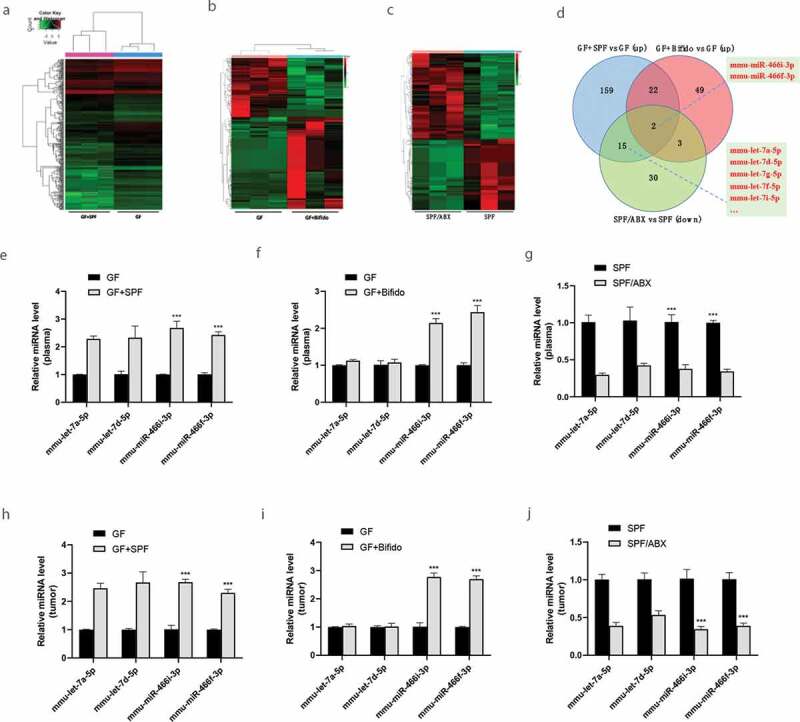
Gut microbiota regulates the expression of miRNAs. **A-C**, RNA deep sequencing analysis reveals differentially expressed circulating miRNAs between GF/SPF and GF (a), GF/Bifido and GF(b), SPF and SPF/ABX(c) mice. **D**, Target miRNAs including let-7 families and mmu-miR-466i-3p and mmu-miR-466 f-3p which are consistent in expression between GF/SPF and GF, GF/Bifido and GF, SPF and SPF/ABX groups. **E-G**, Validation of differentially expressed circulating miRNAs between GF/SPF and GF, GF/Bifido and GF, SPF and SPF/ABX mice by qRT-PCR. **H-J**, Validation of the expression levels of miRNAs in tumor tissue, which may regulate targeted mRNAs in tumor between GF/SPF and GF, GF/Bifido and GF, SPF and SPF/ABX mice by qRT-PCR. Statistical analysis: two-way ANOVA (Figure 2e-G, 2 H-J). Data are shown as mean ± SEM. *P < .05; **P < .01; ***P < .001.

Of particular interest, a subset of circulating miRNAs was induced by gut microbiota, and they were mmu-let-7a-5p, mmu-let-7d-5p, mmu-let-7 g-5p, mmu-let-7i-5p, mmu-let-7 f-5p, mmu-let-7e-5p, mmu-miR-466i-3p and mmu-miR-466 f-3p. 

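For GF/Bifido against GF, the abundance of these 8 miRNAs was taken from the counts normalized for library size by TMM (CPM). The let-7 members differed by less than the spread between libraries. Mmu-let-7a-5p was 3881 ± 686 (SD, n = 3) in GF and 3166 ± 1650 (SD, n = 3) in GF/Bifido, and mmu-let-7g-5p was 45217 ± 2252 (SD, n = 3) in GF and 69550 ± 50613 (SD, n = 3) in GF/Bifido. The log2 fold changes were -0.29 for mmu-let-7a-5p, -0.64 for mmu-let-7d-5p, -0.07 for mmu-let-7e-5p, -0.39 for mmu-let-7f-5p, 0.62 for mmu-let-7g-5p and 0.20 for mmu-let-7i-5p, with adjusted p-values from 0.395 to 0.923 in edgeR's quasi-likelihood test. GF/Bifido replicate 1 decided the direction of 2 of them, since without it the log2 fold change was -0.15 for mmu-let-7g-5p and -0.50 for mmu-let-7i-5p. That of mmu-let-7e-5p was 0.05 without GF replicate 2, 0.06 without GF replicate 3 and 0.07 without GF/Bifido replicate 3. Mmu-miR-466i-3p and mmu-miR-466f-3p were far less abundant, at 5.97 ± 0.863 (SD, n = 3) and 9.29 ± 1.18 (SD, n = 3) CPM in GF, and 12.3 ± 6.17 (SD, n = 3) and 17.9 ± 5.93 (SD, n = 3) in GF/Bifido. Read by eye, the diagram of Fig. 2D places the let-7 members it lists outside the set raised in GF/Bifido and the pair of miR-466 members inside it, whereas its legend counts the let-7 families among the miRNAs that behave alike in all comparisons. The paper states that this subset of circulating miRNAs was induced by gut microbiota.

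**Figure D1:**
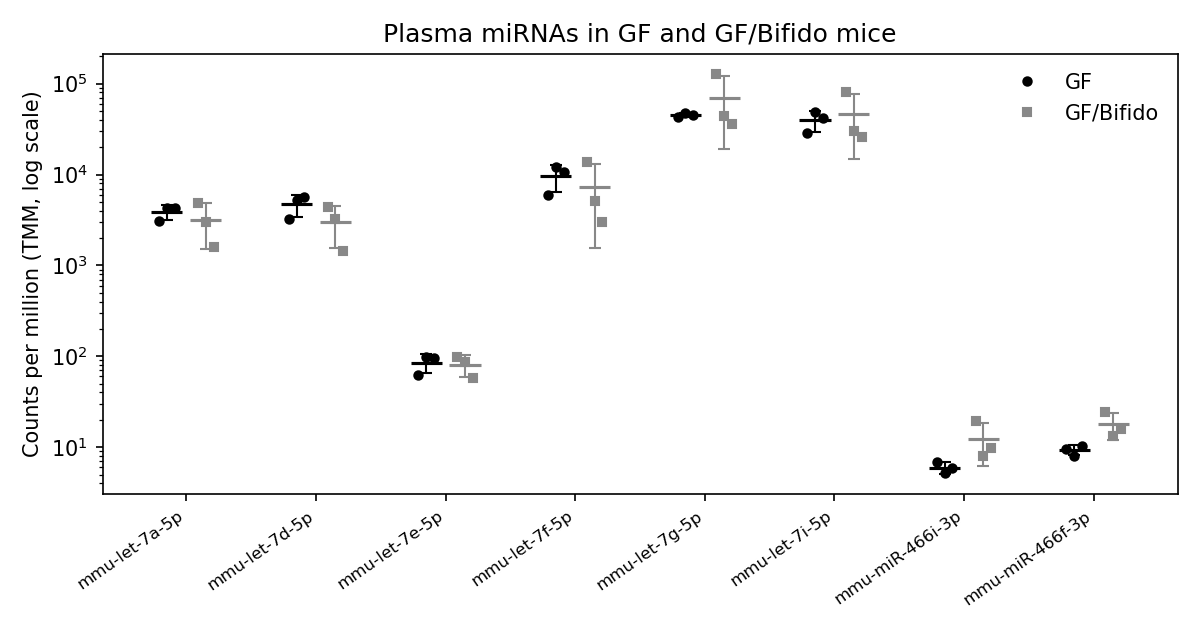
TMM-normalized CPM, on a log scale, of the 8 miRNAs in plasma of GF (circles) and GF/Bifido (squares) mice. Points are the 3 libraries of each group in order of replicate, horizontal lines are means and vertical bars are SD; the groups overlap for the 6 let-7 members and do not overlap for mmu-miR-466i-3p and mmu-miR-466f-3p.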

Depletion of the microbiota with ABX in SPF mice significantly reduced these miRNAs (Figure 2C). Particularly, mmu-miR-466i-3p and mmu-miR-466 f-3p are shared between all GF/SPF and GF, GF/Bifido and GF, SPF and SPF/ABX groups (Figure 2D). 

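In the GF/Bifido against GF comparison, mmu-miR-466i-3p had a log2 fold change of 1.04 (standard error 0.40), with an unadjusted p-value of 0.030 and an adjusted p-value of 0.190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 651 miRNAs. Mmu-miR-466f-3p had a log2 fold change of 0.95 (standard error 0.34), with an unadjusted p-value of 0.021 and an adjusted p-value of 0.171 from the same test. Adjusted over the list alone, that is over the 8 miRNAs the paper names, both had an edgeR adjusted p-value of 0.118. The paper's legend presents this list as alike across its comparisons, GF/Bifido against GF included, so this adjustment is not taken as independent evidence. Each miRNA was higher in all 3 GF/Bifido libraries than in any GF library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). GF/Bifido replicate 1 was the highest library for both, and without it the log2 fold change was 0.57 for mmu-miR-466i-3p and 0.67 for mmu-miR-466f-3p. The reads behind these values were few, from 58 to 90 per GF library and from 102 to 171 per GF/Bifido library for mmu-miR-466i-3p.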

Expression of several of these miRNAs in circulation (Figure 2E-G) was verified by qRT-PCR between GF and GF/SPF; GF and GF/Bifido; SPF and SPF/ABX mice. We further verified the expression levels of miRNAs in tumor tissue by qRT-PCR, supporting that these gut microbiota-dependent circulating miRNAs may be involved in the regulation of targeted mRNAs in tumor tissue (Figure 2H-J).

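The miRNA past the adjusted threshold between GF/Bifido and GF plasma was mmu-miR-208a-3p. It was 11.4 ± 2.68 (SD, n = 3) CPM in GF and 0.936 ± 0.650 (SD, n = 3) in GF/Bifido, a log2 fold change of -3.55 (standard error 0.52, adjusted p-value 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries held 190, 114 and 102 reads in GF and 3, 21 and 9 reads in GF/Bifido. GF/Bifido replicate 2 moved the GF/Bifido mean by over 1.5 times. The adjusted p-value of mmu-miR-208a-3p rose to 0.191 without GF/Bifido replicate 3 and to 0.188 without GF replicate 1. It was also above 0.05 without GF replicate 2 (0.109) or GF/Bifido replicate 1 (0.0514). It stayed below 0.05 without GF replicate 3 (0.0228) or GF/Bifido replicate 2 (0.0492). The gene, Mir208a, lies on chromosome 14 of GRCm38 from 54949060 to 54949142 on the minus strand, in an intron of Myh6.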

A subset of miRNAs was significantly regulated by FMT from SPF mice or intragastric administration with Bifidobacterium into GF mice. Moreover, we found that mmu-miR-466i-3p and mmu-miR-466 f-3p are shared between GF/SPF and GF, GF/Bifido and GF, SPF and SPF/ABX groups (Figure 2D), highlighting the importance of these gut microbiota-dependent miRNAs in maintaining the integrity of the internal environment.

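In the GENCODE annotation of GRCm38, Mir466i lies on chromosome 13 from 17747473 to 17747593 on the plus strand, in an intron of Cdk13, which is on the opposite strand. Mir466f-1, Mir466f-2 and Mir466f-3 lie on chromosome 2 from 10466944 to 10467037, from 10468675 to 10468768 and from 10471953 to 10472046, each in an intron of Sfmbt2 on the same strand. A further copy, Mir466f-4, is intergenic on chromosome 13 from 71107089 to 71107209. The hairpins of Mir466i and Mir466f-2 share a stretch of 21 bases, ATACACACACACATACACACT, so reads could have been split or repeated between these miRNAs by the authors' counting. Among the 43 tested members of the miR-466, miR-467 and miR-669 families, which hold such CA-rich sequences, 34 were higher and 9 were lower in GF/Bifido than in GF, with a median log2 fold change of 0.80. Some members share all their counts, and over the 35 distinct count patterns the median was 0.65. The camera set test with a preset correlation gave p = 4.27e-06 for this set, whereas p was 0.116 with fry and 0.247 with the correlation estimated from the data, and 4 of the 10 splits of the 6 libraries gave a camera p as small. Without GF/Bifido replicate 1 the median log2 fold change of the set was 0.21 and the camera p was 0.0785.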

### Gut microbiota regulates the expression of circRNAs

In addition to circulating miRNAs, we also found that circRNAs were differentially expressed in GF/SPF and GF mice (Figure 3A and B). For example, microarray analysis of GF/SPF vs GF group detected a total of 992 circRNAs, including 18 upregulated and 61 downregulated circRNAs. Interaction predictive analysis of target miRNAs (such as mmu-let-7a-5p, mmu-let-7d-5p, mmu-let-7 g-5p, mmu-let-7i-5p, mmu-let-7 f-5p, mmu-let-7e-5p, mmu-miR-466i-3p and mmu-miR-466 f-3p) identified that several circRNAs were potentially regulated by gut microbiota (Figure 3C) and verified by qRT-PCR (Figure 3D-E, Fig. S2A-2B). Several circRNAs were differentially expressed between GF and GF/SPF, SPF and SPF/ABX in plasma (Figure 3D and E) or tumor tissue (Fig. S2A and S2B). Mmu_circ_0000730 was significantly downregulated in the GF/SPF group compared to the GF group but significantly upregulated in SPF/ABX group compared to the SFP group. Compared to its expression in the GF group, circulating mmu_circ_0000730 was significantly downregulated in GF/Bifido group (figure 3F). Moreover, mmu_circ_0000730 was also significantly decreased in GF/Bifido tumor tissues compared to GF tumor tissues (Figure 3G).

**Figure 3.**
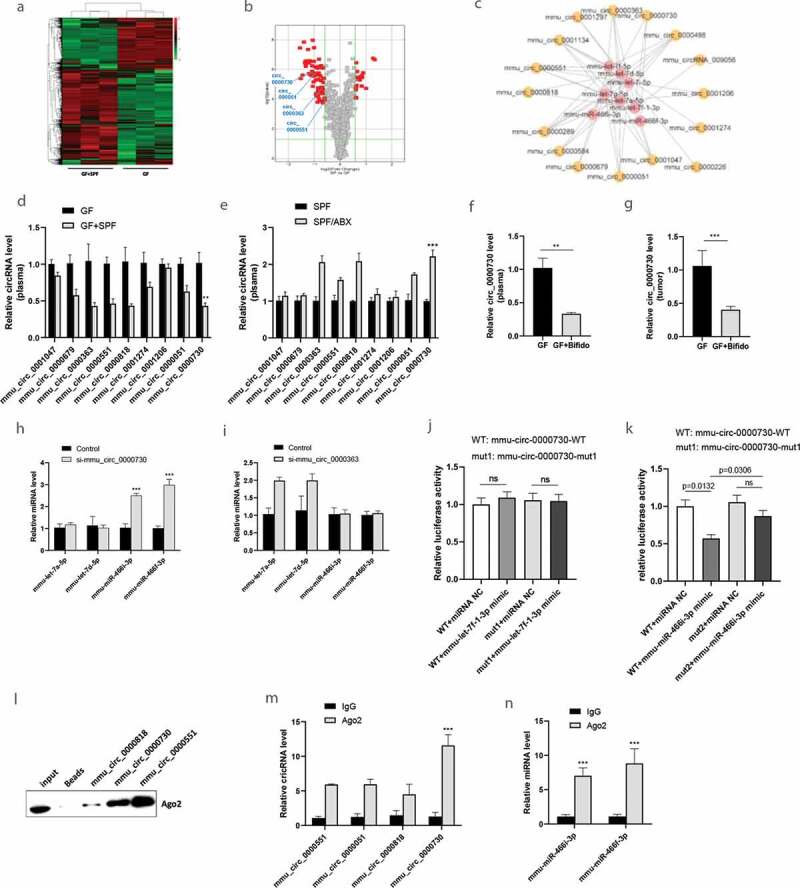
Gut microbiota regulates the expression of circRNAs. **A-B**, The circulating circRNA expression profile from GF/SPF and GF mice was compared using a high-throughput circRNA microarray. **C**, Interaction predictive analysis of target microRNAs and target circRNAs, which are regulated by gut microbiota. **D-E**, The differentially expressed circRNAs were identified, and qRT-PCR was used to verify a subset of the differentially expressed circulating circRNAs. **F-G**, Circulating mmu_circ_0000730 were detected in GF, GF/Bifido groups by RT-qPCR, and was further verified by qRT-PCR between GF and GF/Bifido group in tumor tissue. Statistical analysis: t test. **H-I**, Competitive regulation of mmu_circ_0000730 and mmu-miR-466i-3p/mmu-miR-466 f-3p. **J-K**, Dual-luciferase reporter assay:interaction analysis of mmu_circ_0000730 and mmu-miR-7 f-1-3p (j), mmu_circ_0000730 and mmu-miR-466i-3p (k). **L**, RNA pulldown by designed nucleic acid probes for target circRNAs to detect Ago2 protein in the RISC protein complex followed with western blot. **M-N**, RIP experiment with Ago2 antibody to check the target circRNAs including mmu_circ_0000730 (m) or miRNAs (n) by qRT-PCR. Statistical analysis: two-way ANOVA (D,E,H,I,J,K,M & N). Data are shown as mean ± SEM from three experiments performed in triplicates. *P < .05; **P < .01; ***P < .001; ns, not significant.

Suppression of mmu_circ_0000730 by RNAi significantly increased mmu-miR-466i-3p and mmu-miR-466 f-3p expression, whereas suppression of mmu_circ_0000636 by RNAi significantly increased mmu-let-family (Figure 3H and I). Mmu_circ_0000730 is predicted to interact with mmu-miR-466i-3p and mmu-miR-466 f-3p, and sox9 is a direct target of mmu-miR-466i-3p and mmu-miR-466 f-3p. We found that mmu_circ_0000730 and mmu-miR-466i-3p or mmu-miR-466 f-3p had two complementary base sequences using bioinformatics analysis software RNA 22v2 (https://cm.jefferson.edu/rna22/). Luciferase reporters were constructed by inserting either the wild-type (WT) mmu_circ_0000730 sequence or the sequence with mutated (MUT) binding sites of mmu-miR-466i-3p (Fig. S3). We found that overexpression of mmu-miR-466i-3p decreased the luciferase activities of the wild-type reporter for mmu_circ_0000730, but not the activities of the mutant reporter (Figure 3J and K).

Moreover, Ago2 protein was captured in the biotin-labeled mmu_circ_0000730 group as compared to the control group (Figure 3l), suggesting that mmu_circ_0000730 could bind to mmu-miR-466i-3p in the RISC complex.^24^ In addition, compared with the control group, specific enrichment of mmu_circ_0000730, mmu-miR-466i-3p and mmu-miR-466 f-3p was detected in the Ago2 pull-down (Figure 3M and N).

### Effect of gut microbiota on tumor gene expression

We then determined whether there is a correlation between the gut microbiota and cancer metastasis by colonizing 8-wk-old GF mice with the feces of age-matched SPF mice or Bifidobacterium into GF mice. Such colonization reversed the aggravated cancer metastasis in GF mice. We analyzed gene changes between GF and GF/SPF, GF and GF/Bifido mice after oral gavage of a combination of SPF feces colonization or Bifidobacterium in GF mice model, and found significant alterations of gene expression in those treatment groups (Figure 4A and B). RNA-seq analysis of the GF/SPF vs GF group detected a total of 11970 genes, and among them 28 genes were upregulated and 14 genes were downregulated. For RNA-seq analysis of the GF/Bifido vs GF group, there was a total of 12513 genes, including 828 upregulated and 234 downregulated genes.

**Figure 4.**
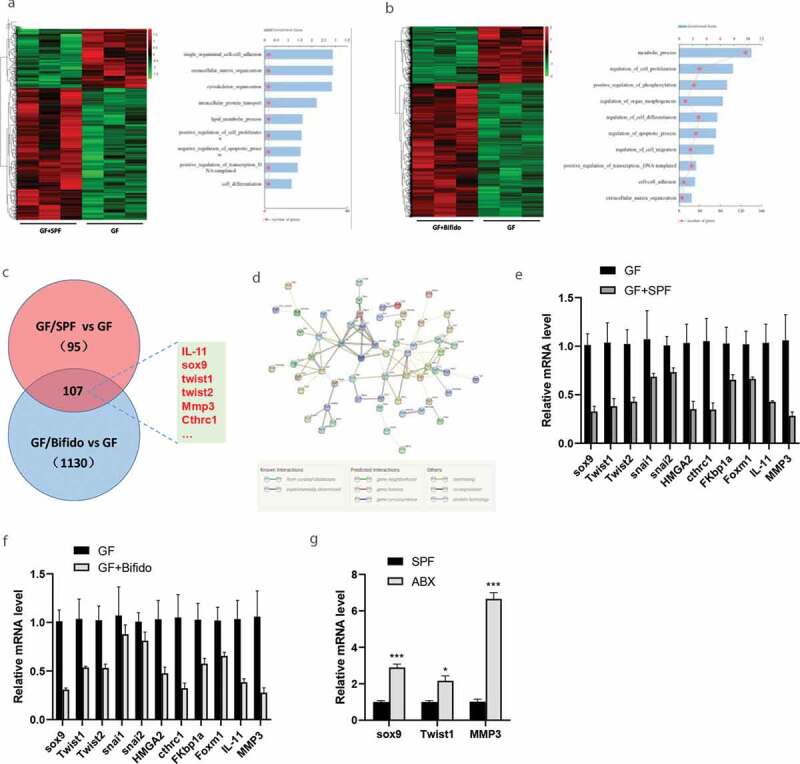
Gut microbiota regulates the expression of tumor genes. **A-B**, LLC Lewis cells were injected into C57BL/6 mice via tail vein to establish tumor model. The lung metastatic tumor nodules were isolated as samples from the mouse model for the molecular assays, and RNA deep Sequencing which revealed the alterations of gene expression between GF and GF/SPF, GF and GF/Bifido group. **C-D**, GO analysis and pathway analysis of the RNA deep sequencing result. Target genes including sox9, IL-11, twist and MMP3 are consistent in expression between GF and GF/SPF, GF and GF/Bifido groups. **E-F**, Validation of target gene expression between GF/SPF and GF, GF/Bifido and GF mice by qRT-PCR. **G**, Validation of target gene expression between SPF and SPF/ABX mice by RT-qPCR. Data are shown as mean ± SEM from three experiments performed in triplicate. *P < .05; **P < .01; ***P < .001. Statistical analysis: two-way ANOVA (E&F&G).

Gene Ontology (GO) analysis suggested that the differentially expressed mRNAs might be involved in metabolic process, cell-cell adhesion, extracellular matrix organization, cell apoptosis, cell differentiation, cell proliferation, regulation of cell migration, and other biological functions (Figure 4A and B). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis suggested that the target genes of the differentially expressed mRNAs might be involved in the regulation of cancer stem cell, EMT, vascular endothelial growth factor, and other signaling pathways (Figure 4C and D). Compared with GF mice, FMT from SPF mice or intragastric administration with Bifidobacterium into GF mice (GF/SPF or GF/Bifido) downregulated expressions of genes, such as SRY-box transcription factor 9 (SOX9), interleukin (IL-11), twist1, and matrix metallopeptidase 3 (MMP3). These genes were altered in a gut microbiota-dependent manner (Figure 4E-F). Interaction analysis suggested that gut microbiota-mediated regulation of SOX9 was dependent on miRNAs (Fig. S12).

Colonization of GF mice with a normal microbiota inhibited cancer metastasis by suppressing the SOX9 pathway. For example, the levels of SOX9, Twist1 and MMP3 were significantly reduced by FMT from SPF mice or intragastric administration with Bifidobacterium into GF mice, but significantly induced by ABX treatment in SPF mice (Figure 4G). SOX9 has been shown to promote the stemness of cancer stem cell or cancer progression *in vitro* and *in* vivo.^25–28^

### Gut microbiota regulates cancer stem cells through circRNA/miRNA network

TargetScan analysis suggested that mmu_circ_0000730 can interact with mmu-miR-466i-3p and mmu-miR-466 f-3p. Furthermore, there were complementary sequences between mmu-miR-466i-3p and SOX9 which is a potential target for mmu-let-7a-5p, mmu-let-7d-5p, mmu-let-7 g-5p, mmu-let-7i-5p, mmu-let-7 f-5p, mmu-let-7e-5p, mmu-miR-466i-3p and mmu-miR-466 f-3p. As expected, suppression of mmu-miR-466i-3p and mmu-miR-466 f-3p increased SOX9 mRNA levels (Fig. S4A), whereas suppression of SOX9 induced these three miRNAs (Fig. S4B). Finally, suppression of mmu_circ_0000730 reduced the SOX9 mRNA level (Fig. S4 C).

Next, we determined whether miRNAs or circRNAs regulate the expression of SOX9 or epithelial-mesenchymal transition (EMT) marker genes. As shown in Figure 5A and B, the protein levels of SOX9, *p*-STAT3, Twist, N-cadherin and vimentin were increased by either mmu-miR-466i-3p or mmu-miR-466 f-3p inhibitors in LLC cells. However, the protein levels of E-cadherin were increased by either mmu-miR-466i-3p or mmu-miR-466 f-3p inhibitors in LLC cells. Moreover, the protein levels of SOX9, *p*-STAT3 Twist, N-cadherin and vimentin were reduced, and E-cadherin was increased by mmu_circ_0000730 siRNA in LLC Lewis cells (Figure 5C and D). These results suggest that mmu_circ_0000730 upregulates SOX9 expression and activates EMT markers by targeting mmu-miR-466i-3p or mmu-miR-466 f-3p.

**Figure 5.**
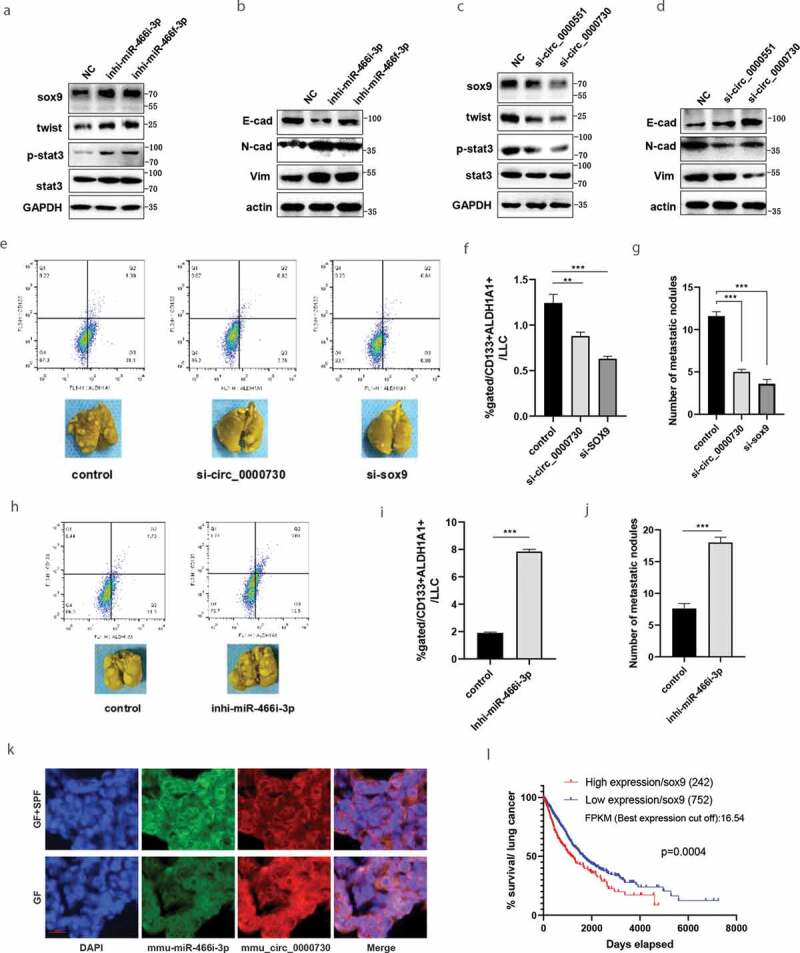
Gut microbiota regulates cancer stem cells through circRNA/microRNAs network. **A-D**, To determine whether miRNAs **(A & B)** or circRNAs **(C & D)** regulate the expression of target oncogenic genes such as SOX9 or epithelial-mesenchymal transition (EMT) marker genes such as N-cadherin, vimentin and E-cadherin. **E-G**, Regulatory role of sox9 or mmu_circ_0000730 on metastasis. Metastasis evaluations were performed in two sets and 6–8 mice per group, representative images (**E**, bottom) and cancer stem cell marker expression, CD133+ ALDH1A1+ cancer stem cells were detected by flow cytometry (**E**, upper, & **F**). **H-J**, Regulatory role of mmu-miR-466i-3p on metastasis. Metastasis evaluations were performed in two sets and 6–8 mice per group (H, bottom) and cancer stem cell marker expression, CD133+ ALDH1A1+ cancer stem cells were examined by flow cytometry (**H**, upper & **I**). **K**, FISH analysis of mmu_circ_0000730 or mmu-miR-466i-3p expression in LLC Lewis tumor tissues. Scale bar, 100 μm. **L**, Survival analysis by TCGA data (https://www.proteinatlas.org) showed that high expression of SOX9 with a significantly reduced survival rate in lung cancer patients. The thresholds of “high” and “low” were set according to FPKM (the best expression cut off). *P* values are shown [log-rank (Mantel-Cox) analysis]. Statistical analysis: one-way ANOVA (F & G), t test (I & J). Data are shown as mean ± SEM from three experiments performed in triplicate. *P < .05; **P < .01; ***P < .001.

To evaluate the effects of SOX9 or mmu_circ_0000730 on metastasis, CD133+ ALDH1A1+ cells were examined by flow cytometry. Down-regulation of SOX9 or mmu_circ_0000730 significantly reduced the proportion of CD133+ ALDH1A1+ cells (Figure 5E and F). To determine the role of mmu_circ_0000730 on metastasis, siRNAs of mmu_circ_0000730 or si-NC were transfected into LLC cells and the transfected cells were then injected into SPF mice by tail vein. siRNA of mmu_circ_0000730 or SOX9 caused a significant reduction of metastasis as compared to those in the control group (Figure 5E-G).

On the other hand, suppression of mmu-miR-466i-3p significantly increased the CD133+ ALDH1A1+ population (Figure 5H and I). Moreover, suppression of mmu-miR-466i-3p significantly promoted metastasis (Figure 5H-J) compared to control group. Fluorescence *in situ* hybridization (FISH) analysis showed that mmu_circ_0000730 and mmu-miR-466i-3p were co-localized in the LLC Lewis tumor tissues (Figure 5K). Moreover, down-regulation of SOX9 or mmu_circ_0000730 significantly reduced cancer cell invasion, while down-regulation of mmu-mi-466i-3p significantly increased cancer cell invasion (Fig. S5A~C). Survival analysis by TCGA data showed that high expression of SOX9 was significantly associated with the reduced survival rate in lung cancer patients (Figure 5l). Moreover, high expression of SOX9 is significantly associated with reduced survival rate in adenocarcinoma of the lung (LUAD) (Fig. S6A), squamous cell carcinoma of the lung (LUSC) (Fig. S6B), or melanoma (Fig. S6C) patients.

Altogether, these results suggest that mmu_circ_0000730 targets mmu-miR-466i-3p and promotes cancer progression by suppressing the oncogenic effects of SOX9, activating STAT3 and forming a mmu_circ_0000730/miRNAs/SOX9 axis.

### IL-11 plays a critical role in gut microbiota-mediated circRNA/miRNA/SOX9 axis

RNA-seq showed that intestinal flora fecal microbiota transplantation (FMT) by intragastric administration of SPF fecal flora or by intragastric administration of Bifidobacterium into GF mice significantly affected the expression of IL-11 in tumors (Figure 4A-C). This result was further verified by qRT-PCR (Figure 4E-F). Compared with GF mice, intestinal flora reconstruction or Bifidobacterium administration in GF mice significantly decreased the IL-11 expression in tumor. In addition, compared with SPF mice, tumor IL-11 expression significantly increased in the SPF/ABX group (Figure 6A~ C). Similar results were also seen for circulating IL-11, as detected by qRT-PCR, between GF and GF/SPF, GF and GF/Bifido groups. (Fig. S7)

**Figure 6.**
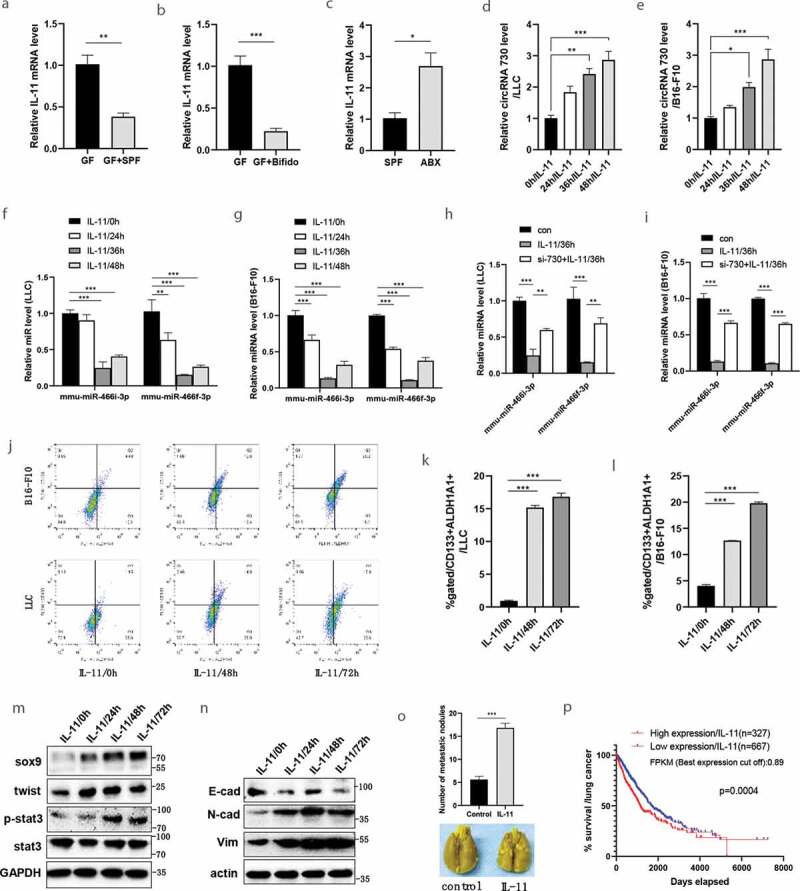
Gut microbiota regulates cancer metastasis through IL-11-mediated circRNA/microRNAs/sox9 axis. **A-C**, According to our RNA-seq results, transcript levels of IL-11 in tumor tissue were determined by qRT-PCR between GF and GF/SPF, GF and GF/Bifido, SPF and SPF/ABX groups. **D-E**, By LLC (d) or B16-F10 (e) cell line, to determine the effect of IL-11 on mmu_circ_0000730 expression by RT-qPCR. **F-G**, By LLC (f) or B16-F10 (g) cell line, to determine the effect of IL-11 on the expression of mmu-miR-466i-3p and mmu-miR-466 f-3p. **H-I**, IL-11 downregulates the expression of mmu-miR-466i-3p and mmu-miR-466 f-3p, while si-RNA-circ730 reverses these actions, by LLC (h) or B16-F10 (i) cell line. **J-L**, Regulatory role of IL-11 on cancer stem cells. CD133, ALDH1A1 alone or CD133/ALDH1A1 co-labeled cancer stem cells were examined by flow cytometry (**J, K&L**). **M**, IL-11 activates the STAT3 signaling pathway and promotes the expression of cancer stem cell marker genes such as SOX9 and twist in LLC cells. **N**, IL-11 promotes epithelial-mesenchymal transition (EMT) marker genes such as N-cadherin, vimentin and E-cadherin by western blot in LLC cells. **O**, IL-11 promotes tumor metastasis. Metastasis evaluations were performed in two sets and 6–8 mice per group, representative images (**O**, bottom). **P**, Survival analysis by TCGA data (https://www.proteinatlas.org) showed that high expression of IL-11 contributed to a reduced survival rate in lung cancer patients, *P* values are shown [log-rank (Mantel-Cox) analysis]. In Kaplan-Meyer plots by gene expression (IL-11), the thresholds of “high” and “low” were set according to FPKM (the best expression cut off). Data are shown as mean ± SEM from three experiments performed in triplicate (a-l). Statistical analysis: t test (A,B,C,O), one-way ANOVA (d,e), two-way ANOVA (F,G,H,I,K,L). *P < .05; **P < .01; ***P < .001.

IL-11 treatment increased mmu_circ_0000730, while decreased mmu-miR-466i-3p and mmu-miR-466 f-3p expression (Figure 6D-G). Furthermore, IL-11 induced mmu_circ_0000730/SOX9 expression, while it downregulated the expression of mmu-miR-466i-3p and mmu-miR-466 f-3p: siRNA-circ730 reversed these actions (Figure 6H and I). In LLC cell line, there was no significant influence of IL-11 on the expression of Let-7 families (Fig. S8).

To determine whether IL-11 promotes tumor progression by enhancing the stemness of cancer stem cells, LLC Lewis or B16/F10 cells were treated with or without IL-11. FACS analysis revealed that IL-11 significantly increased the proportion of CD133+ ALDH1A1+ cells (Figure 6J-L), suggesting a role for IL-11 in the regulation of cancer stem cells. Furthermore, IL-11 induced cell invasion (Fig. S9). The qRT-PCR analysis showed that IL-11 promoted SOX9 expression in LLC (Fig. S10A) and B16-F10 (Fig. S10B) cell line. Finally, IL-11 promoted the stemness of cancer stem cell and EMT markers (Figure 6M and N), and intraperitoneal injection of IL-11 significantly promoted tumor metastasis (Figure 6O), which is consistent with the finding from the analysis of TCGA lung cancer dataset that high expression of IL-11 was associated with the poor survival rate of lung cancer patients (Figure 6P, Fig. S11).

## Discussion

Gut microbes may shape the response to anti-cancer therapy.^29,30^ Studies^5,7,31–36^ have highlighted the key role of the gut microbiota in mediating tumor responses to chemotherapeutic agents or immunotherapies targeting PD-L1 or cytotoxic T lymphocyte-associated protein 4 (CTLA-4). Thus, maintaining healthy gut flora could help patients combat cancer, and as such, it is possible to improve therapeutic response by modulating the microbiome.^37–39^

The integrity of gut microbiota or Probiotics Bifidobacterium is favorable in anti-cancer therapy,^40,41^ however, cancer patients often take ABX generally for common indications (such as pneumonia or urinary tract infection),^42,43^ or take ABX during the perioperative period, or because of diagnostic treatment in order to exclude infection before the definite diagnosis. Independent of classical prognostic markers in advanced non-small cell lung cancer (NSCLC), ABX uptake has a negative impact on overall survival (OS) during chemotherapy.^3^ In addition, platinum chemotherapy combined with antibiotics can reduce cancer regression and survival in mice, whereas cisplatin combined with Lactobacillus bacteria can improve treatment response.^44^ Therefore, ABX may represent a predictor of resistance to chemotherapy or immunotherapy. However, how gut microbiota affects this process is still unclear, and the role of gut microbiota dysbiosis in cancer metastasis and the underlying mechanisms remain largely unknown.

In the present study, using mouse tumor models established by LLC or B16-F10 cells, we show higher aggravated metastasis and lower survival rate in ABX mice or germ-free mice than in SPF mice. By contrast, fecal microbiota transplantation (FMT) by intragastric administration of SPF fecal flora or Probiotics Bifidobacterium significantly alleviates lung metastasis. Therefore, these results suggest that gut microbiota plays crucial roles in the regulation of cancer metastasis,

Analyzes of gut microbiota in experimental animals suggest that ABX significantly influences gut microbiota. Further studies suggest that gut microbiota impacts crucial regulatory functions of circRNA/miRNA networks that may contribute to cancer metastasis. For example, mmu_circ_0000730 is significantly upregulated in ABX treated mice or GF mice. Functionally, mmu_circ_0000730 siRNA inhibits the invasion and migration of tumor cells. Moreover, RNA precipitation and FISH as well as the dual-luciferase reporter assays suggest that mmu_circ_0000730 interacts with mmu-miR-466i-3p or mmu-miR-466 f-3p. Functional experiments and Western blotting reveal a correlation between mmu_circ_0000730, mmu-miR-466i-3p and SOX9. These results support the notion that mmu_circ_0000730 acts as a sponge for mmu-miR-466i-3p and mmu-miR-466 f-3p, which targets SOX9. In this way, mmu_circ_0000730 maintains a high level of SOX9 and promotes the stemness of cancer stem cell and EMT by titrating the function of mmu-miR-466i-3p and mmu-miR-466 f-3p.

In this study, we have used both microarray and next-generation sequencing (NGS) for gene profiling. While microarray technology was developed early days, NGS is a relatively new technology. Based on a comparative study,^45^ there is a high correlation between gene expression profiles generated by these two platforms. The advantages of microarray technology are high throughput, relatively quick, and sensitive at low cost. However, limitations for microarrays include a need for predesigned probes on the chip and thus it can only detect known genes. Other limitations associated with microarrays are cross-hybridization, nonspecific hybridization, and limited detection range of individual probes. On the other hand, NGS does not need predesigned probes, which would be able to identify new genes. In particular, NGS is better in detecting low abundance transcripts, differentiating biologically critical isoforms, and allowing the identification of genetic variants. Finally, NGS is capable of detecting a broader dynamic range than microarrays. Because of these features, NGS has become a predominant platform. That is why we adopted NGS for the experiments at the later stage of our study.

CircRNAs are endogenous RNAs that have gene regulatory functions;^46,47^ they are characterized by its stable expression, long half-life, and specific expression in different tumors, and as a novel tumor biomarker for tumors.^48^ In contrast to linear RNA, circRNAs are formed by covalently closed-loop structures with unique structures and high stability or diversity.^49^ In recent years, circRNAs have been shown to play a role in many biological processes and the progression in many diseases.^50,51^ The major function of circRNAs seems to negatively regulate miRNA activity, resulting in the regulation of miRNAs which subsequently regulate the expression of target genes.^52^

Increasing evidence^53^ has suggested that non-coding RNAs carried in exosomes can travel in a long distance in the circulating system and can reach various tumor sites. It is well known that microbiome do not directly interact with tumor cells. Thus, a question is how microbiome would regulate tumor miRNA expression. Our profiling data on the circulating non-coding RNAs regulated by microbiome suggests that microbiome may have impact first on circulating non-coding RNAs and then on tumor tissue through exosome-mediated gene transfer, thus providing at least a possible link between microbiome and tumors.

Our study further reveals a crucial role for IL-11 in this regulatory system. For example, colonization of fecal microbiota transplantation (FMT) from SPF mice or intragastric administration of Bifidobacterium into GF mice or ABX mice reduces cancer progression, along with the release of IL-11. IL-11 is a member of the IL-6 family, and they share gp130 as the common signal transducer.^54^ Studies have shown that IL-11 plays important roles in cancer regulation. For instance, IL-11 activates STAT3 in cancer-associated fibroblasts, and promotes colorectal tumor development, and correlates with poor prognosis.^55^ In breast cancer, tumor cell-derived IL-11 may promote osteolysis by increasing the pool of osteoclast progenitor cells.^56^ IL-11 is also essential in promoting osteolysis in breast cancer bone metastasis.^57^ Thus, it is likely that IL-11 release may serve as the first step after dysbiosis of the gut microbiome, followed by activation of the SOX9 in ABX or GF mice. Therefore, there is a mechanistic link between the gut microbiota and cancer metastasis through the IL-11/circRNA/miRNA axis.

Together, these results may have a significant implication for understanding a novel gut microbiota-mediated regulatory system in cancer metastasis. This demonstrates a strong interaction between the microbiota and cancer, which indicates potential mechanisms linking microbial dysbiosis to cancer progression.^58,59^ Moreover, cancer patients often face stresses that can cause gut barrier dysfunction and systemic endotoxemia. By reinforcing intestinal barrier integrity and reducing systemic inflammation, the patient might generate “homeostatic” consortia of commensals that prevent leaky colon and systemic immunosuppression.^60^ For example, oral feeding with Bifidobacterium alone in our study significantly affects circRNA/microRNA networks and cancer metastasis in GF mice, suggesting that gut microbiota play a regulatory role by more complex mechanisms. Therefore, gut microbiota could modulate cancer metastasis in a circRNA/miRNA dependent fashion, which will help to pave the way to clinical translation of the use of gut microbiota for cancer prevention or treatment in the near future.^61,62^

In summary, our study identifies a critical role of gut microbiota in the regulation of cancer metastasis. Our study further suggests that gut microbiota-dependent circRNAs form a large class of post-transcriptional regulatory networks with miRNAs, a previously unrecognized regulatory role of non-coding RNAs in cancer metastasis in an endogenous microbiota-dependent manner. Therefore, a better understanding of this regulatory system will help develop strategies for improving chemotherapy efficacy or circumventing primary resistance to chemotherapy/immunotherapy by manipulation of the gut ecosystem.

## Materials and methods

### Reagents

Primary antibody against SOX9 (ab185230), Twist (ab49254), STAT3 (ab119352), *p*-STAT3 (ab30647), E-cad(ab181296), N-cad(ab76011), Vimentin (ab137321), ALDH1A1(ab52492), Ago2 (ab32381),GAPDH (ab8245) and actin(ab5694) were purchased from Abcam; MMP3 (Catalog,17873-1-AP) from Proteintech(Chicago, IL); CD133 (PE, eBioscience) from Invitrogen; IL-11 (Catalog Number. 220–11) from Peprotech. Secondary antibodies were purchased from Invitrogen. Pooled siRNAs against SOX9, mmu_circ_0000730, mmu_circ_0000363, mmu_circ_0000051, mmu_circ_0000551, and control siRNA were purchased from RiboBio (Guangzhou, China). Pooled biotin-labeled probes for RNA-pulldown against mmu_circ_0000730, mmu_circ_0000818, mmu_circ_0000551 and control oligos were purchased from RiboBio (Guangzhou, China). Inhibitors against mmu-let-7a-5p, mmu-let-7d-5p, mmu-let-7 g-5p, mmu-let-7i-5p, mmu-let-7 f-5p, mmu-let-7e-5p, mmu-miR-466i-3p and mmu-miR-466 f-3p, and control inhibitor were purchased from RiboBio (Guangzhou, China). PCR primers were purchased from RiboBio (Guangzhou, China). Probes for FISH against mmu_circ_0000730, mmu-miR-466i-3p were purchased from RiboBio (Guangzhou, China).

### Mice

All animal procedures with all protocols receiving ethical evaluation and were approved by the Institutional Animal Care and Use Committee (IACUC) of Tongji Hospital of Tongji University. All studies were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals. Male C57BL/6 mice purchased from Shanghai SLAC Laboratory Animal Co., Ltd (China) were bred and maintained in a specific pathogen-free environment, and generally used between 6 and 16 weeks of age. Germ-free C57BL/6 mice were bred at Shanghai Laboratory Animal Center of Chinese Academy of Sciences and maintained in the gnotobiotic facility.

For ABX mice models, mice were kept in specific pathogen-free (SPF) conditions and divided into two groups: a. SPF group; b. ABX group (Three weeks after drinking water with broad-spectrum antibiotics (ABX), followed with tumor cells being injected into C57BL/6 mice via tail vein, and ABX drinking water was continued until the mice were sacrificed.^3^

For IL-11 administration,^63^ 6–8 mice per group were i.p. injected daily with either recombinant mouse IL-11 (0.5 μg/mouse) (Peprotech),^63^ or control vehicle (PBS). The mice were monitored until the mice were sacrificed, followed with metastasis evaluation and histological studies. After tumor inoculation in mice, animals were monitored and harvested at day 21 (B16-F10) or day 28 (LLC) after injection, and lung metastasis evaluation was performed. The lung metastatic tumor nodules were isolated for the following molecular assays.

### Cell culture

The Lewis lung carcinoma (LLC) and melanoma B16-F10 cells were provided by the cell bank of Chinese Academy of Sciences (Shanghai). Both cell lines were tested for mycoplasma and the results were all negative (Fig. S18). B16-F10 cells were cultured in phenol-free RPMI 1640 (Hyclone) supplemented with 10% fetal bovine serum (Sigma-Aldrich) and 1% penicillin and streptomycin. LLC cells were grown in DMEM (Hyclone) supplemented with 10% fetal bovine serum (Sigma-Aldrich) and 1% penicillin and streptomycin. Cells were incubated at 37°C and supplemented with 5% CO2 in the humidified chamber. For the cell experiments including FACS analysis, LLC or melanoma B16-F10 cells were cultured in the absence or presence of IL-11 (Peprotech) (100 ng/ml) at different time points.^63^

### Predicting the target circRNAs and miRNAs of SOX9

To predict the target circRNAs of SOX9 using bioinformatics analysis, we adopted different data analysis tools, including circBase (http://www.circbase.org/), CircNet, and CircInteractome (https://circinteractome.nia. nih.gov/). Subsequently, we selected nine potential circRNAs. qRT-PCR confirmed that mmu_circ_0000730 exhibited significantly different expression (*p* < .01). We focused on mmu_circ_0000730 in this study. To predict potential miRNAs for SOX9, we used TargetScan and found a possible association between let-7 families or mmu-miR-466i-3p and mmu-miR-466 f-3p families and SOX9. We then used RNA 22v2 software to detect the binding sites between mmu-miR-466i-3p/mmu-miR-466 f-3p and mmu_circ_0000730. Finally, we determined mmu-miR-466i-3p/mmu-miR-466 f-3p with the highest loop score as the final miRNA.

### Construction of plasmids

PCR reactions for cloning purposes used high fidelity enzyme Phusion (Thermo Fisher Scientific). For luciferase assays, respective fragments of mmu_circ_0000730-wt (wild type) or mmu_circ_0000730-mut (mutant) were separately cloned into PHY-811 vector (RiboBio, Guangzhou, China) at Xho I and Not I sites. All PCR products were verified by DNA sequencing.

### Transfection

Cells were transfected with siRNAs or inhibitors and control oligos (siRNA-NC or inhibitor-NC) using RNAifectin reagent (Applied Biological Materials, Richmond, BC, Canada) or plasmid DNA using following the manufacturer’s protocol.

### RNA isolation, RT-PCR and RT-qPCR

We isolated total RNA including circulating IL-11 RNA using RNAiso Plus/Blood (Takara) per the manufacturer’s protocol and used 0.5 μg RNA to synthesize cDNA by PrimeScript RT reagent Kit (Perfect Real Time) (Takara). The concentrations of the RNA samples were determined by OD260 using a NanoDrop ND-1000 instrument. The resultant cDNA was used for PCR reactions using the following the manufacturer’s protocol. PCR annealing temperature varied depending on the primers used. To specifically detect the expression of target coding and circRNA genes, we used the SYBR Green method with primers described previously.^64^ GADPH was used as an internal control. Moreover, qRT-PCR for miRNAs was performed using miDETECT A Track miRNA qRT-PCR Starter Kit (Ribobio, China) following the manufacturer’s protocol. Delta-delta Ct values were used to determine their relative expression as fold changes, as previously described.^65^ The qRT-PCR results of expression levels of target genes shown as relative values.

### Western blot

Cells were harvested and protein was extracted from cells as previously described.^24^ The protein concentration was determined using BCA Protein Assay Kit (Beyotime Biotechnology) and samples were separated in sodium dodecyl sulfate-polyacrylamide gels. Original scans of the blots in the Source Data file as supplementary figures.

### RNA precipitation

To determine Ago2 protein in the RISC complex associated with target circRNAs and miRNAs, we performed RNA precipitation assay using synthesized target circRNAs including mmu_circ_0000730 as probes. Synthesized target circRNAs probes listed in Supplementary Table 4. The procedure was performed using the Bes5102 RNA pulldown kit (Bersinbio, Guangzhou) according to the manufacturer’s protocol. The labeled RNA was purified by a column-based kit (Zymo Research). The cellular extract was prepared from a 10 cm dish culture (~80% confluence) with a cell lysis buffer. For precipitation assays, the reaction (RNA probe and cellular extract) was incubated at 4°C for 60 min, followed by 5 washes with PBS. The pellets were used either for extraction of RNA for qRT-PCR or Western according to standard procedures.

### RNA immunoprecipitation (RIP)

To determine the interaction of target circRNAs or miRNAs in the Ago2 involved RNA-induced silencing complex (RISC), we used the Ago2 antibody for pulldown assays and then detected target circRNAs or miRNAs. Magna RIP™ RNA-Binding Protein Immunoprecipitation Kit (Millipore) was used for RIP procedures according to the manufacturer’s protocol. After the antibody was recovered by protein A + G beads, standard qRT-PCR was performed to detect RNA levels in the precipitates.

### 16 S rDNA sequencing

DNA extraction and PCR amplification: Microbial DNA was extracted from mouse feces specimen using the E.Z.N.A.® Soil DNA Kit (Omega Bio-Tek, Norcross, GA, U.S.) according to the manufacturer’s protocols. The V4-V5 region of the bacteria 16 S ribosomal RNA gene was amplified by PCR (95°C for 2 min, followed by 25 cycles at 95°C for 30 s, 55°C for 30 s, and 72°C for 30 s and a final extension at 72°C for 5 min) using primers 515 F 5ʹ-barcode- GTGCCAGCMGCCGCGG)-3ʹ and 907 R 5ʹ-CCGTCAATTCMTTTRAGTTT-3ʹ, where the barcode is an eight-base sequence unique to each sample. PCR reactions were performed in triplicate 20 μL mixture containing 4 μL of 5 × FastPfu Buffer, 2 μL of 2.5 mM dNTPs, 0.8 μL of each primer (5 μM), 0.4 μL of FastPfu Polymerase, and 10 ng of template DNA. Amplicons were extracted from 2% agarose gels and purified using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, U.S.) according to the manufacturer’s instructions and quantified using QuantiFluor™ -ST (Promega, U.S.).

Library construction and sequencing: purified PCR products were quantified by Qubit®3.0 (Life Invitrogen) and every twenty-four amplicons whose barcodes were different were mixed equally. The pooled DNA product was used to construct Illumina Pair-End library following Illumina’s genomic DNA library preparation procedure. Then the amplicon library was paired-end sequenced (2 × 250) on an Illumina HiSeq platform (Shanghai BIOZERON Co., Ltd) according to the standard protocols.

### Microarrays and RNA-seq

Total RNA was isolated using TRIzol (Invitrogen). The concentrations of the RNA samples were determined by OD260 using a NanoDrop ND-1000 instrument. The integrity of RNA was assessed by electrophoresis on a denaturing agarose gel. Total RNA quantification and quality assurance by spectrophotometer. For the spectrophotometer, the O.D. A260/A280 ratio should be close to 2.0 for pure RNA (ratios between 1.8 and 2.1 are acceptable). The O.D. A260/A230 ratio should be more than 1.8. RNA Integrity test by denaturing agarose gel electrophoresis. The 28 S and 18 S ribosomal RNA bands should be fairly sharp, intense bands. The intensity of the upper band should be about twice that of the lower band. RNA-seq and microarrays analysis was conducted by Aksomics (China).

The mRNA was enriched using NEB Next® Poly(A) mRNA Magnetic Isolation Module to total RNA. Then RNA-seq library was prepared using RNA KAPA Stranded RNA-Seq Library Prep Kit (Illumina). Libraries were quantified on the Agilent 2100 bioanalyzer and sequenced on the Illumina Hiseq 4000. Sequenced reads were 150bp long with paired-ends. The quality of the raw sequence data was assessed using FastQC and then the sequenced paired-end reads were aligned to the mouse reference genome (GRCm38). The FPKM matrix was log2 transformed and normalized among the groups. R software package was used for further data analyses.

For microRNA, the miRCURY™ Hy3™/Hy5™ Power labeling kit (Exiqon, Vedbaek, Denmark) was used to label miRNA. The Hy3™-labeled samples were hybridized on the miRCURYTM LNA Array (v.19.0) (Exiqon) according to the array manual. Then the slides were scanned using the Axon GenePix 4000B microarray scanner (Axon Instruments, Foster City, CA). GenePix Pro 6.0 software (Axon) was used to extract data and R software package was used for further analyses.

We performed microarray for miRNAs detection (GF vs. GF/SPF), RNA-seq for miRNAs (GF vs. GF/Bifido, SPF vs. SPF/ABX) and mRNAs (GF vs. GF/SPF, GF vs. GF/Bifido) detection.

Circular RNA was enriched with the use of RNase R to total RNA. The enriched circular RNA was then amplified and transcribed into fluorescent cRNA utilizing random primer according to Arraystar Super RNA Labeling protocol (Arraystar, Inc.). Then the labeled circRNAs were hybridized onto the Arraystar Mouse circRNA Arrays (8x15 K, Arraystar), and incubated for 17 hours at 65°C in an Agilent Hybridization Oven. Slides were scanned with the Agilent Scanner G2505 C after washing. Agilent Feature Extraction software was used to extract data. Quantile normalization of the data was then performed using the R software package. The circRNAs that at least 1 out of 6 samples have flags in “P” or “M” (defined by GeneSpring software) were retained for further differential analyses.

Relevant microarray and RNA-seq data have been uploaded: The miRNA microarray data have been deposited to the NCBI GEO database, accession GSE140339. The circRNA microarray data have been deposited to the NCBI GEO database, accession GSE140338. The RNA-seq data of mRNA (accession GSE140885) and miRNA (accession GSE140886) have been deposited to the NCBI GEO database. The 16 S sequencing data have been deposited to the NCBI Sequence Read Archive (SRA) database (Accession Number: SRP226777).

### Luciferase assays

Luciferase assays were performed using Dual-Luciferase Reporter Assay System (E1910) (Promega, Madison, WI) according to the manufacturer’s protocol. Briefly, Lewis lung carcinoma (LLC) cells were first transfected with appropriate plasmids in 12-well plates, and then cultured. Three days after transfection, the cells were harvested and lysed for luciferase assays. Renilla luciferase was used for normalization.

### Flow cytometry

LLC and B16-F10 melanoma cells were cultured in DMEM (Hyclone) or RPMI 1640 (Hyclone) supplemented with charcoal-stripped 10% FBS in duplicate in a 12-well plate at 37°C and supplemented with 5% CO2 in the humidified chamber. Experiments were performed in triplicates: LLC cells were transfected with siRNA of mmu_circ_0000730 or inhibitor of mmu-miR-466i-3p along with the negative control, while LLC or melanoma B16-F10 cells were stimulated with 100 ng/ml IL-11 (Peprotech) for 48 h or 72 h. Then cells were fixed and permeabilized with BD Cytofix/Cytoperm kit and stained with the corresponding antibodies. CD133 (PE) and ALDH1A1 (FITC) staining were performed according to the manufacturer’s instruction. Isotype controls were used to determine the background. The percentage of cells expressing each molecule was determined in gated cells, and data were analyzed by BD FACS Calibur Flow Cytometer (Becton-Dickinson, USA).

### Histology analysis

Histological examination of tumors for quantification was performed on 10% neutralized buffered formalin-fixed paraffin-embedded sections of lung metastatic tumors stained routinely with hematoxylin and eosin. Nodules were calculated and analyzed individually by a pathologist.

### Fluorescence in situ hybridization (FISH)

FISH was used to detect target circRNAs or miRNAs levels in LLC cells. Biotin-labeled antisense LNA probes derived from mmu_circ_0000730 and mmu-miR-466i-3p were listed in Supplementary Table 4. The procedure was performed using FISH Tag™ RNA Multicolor Kit (Invitrogen) according to the manufacturer’s protocol.

### Invasion assays

In order to measure the invasion ability of the cancer cells, transwell chambers (Corning, Inc., USA) with a polycarbonate filter and an 8 μm pore size, which were pre-coated by the matrix (BD, Biocoat) per the manufacturer’s protocol, were used in this study. In brief, medium containing 10% FBS (Sigma-Aldrich) was added to the bottom chamber as a chemoattractant. Transfected cells (5 × 10^4^ in 200 μl of serum-free medium) were seeded in the upper chamber and incubated at 37°C and supplemented with 5% CO2 in the humidified chamber. After 12–16 h, cells in the upper chamber were carefully removed by a cotton swab, and the cells on the opposite side of the filter were fixed with 70% ethanol for 30 min following stained with 0.1% crystal violet for about 10 min, and the migrated cells were calculated under a microscope (Leica, Germany).

### Administration of antibiotics

The c57bl/6 male mice were administered a cocktail of broad-spectrum antibiotics (ABX) in their drinking water. The cocktail consisted of vancomycin (500 mg/L), imipenem/cilastatin (500 mg/L) and neomycin (1 g/L) in drinking water as an antibiotic cocktail, and fresh antibiotics were administered every 3 days^3^. Fresh feces were collected at the beginning of the experiment, and then at different time points. DNA was extracted from the feces using Macherey-Nagel Nucleospin® Soil kit, following the manufacturer’s instructions. 500 pg of DNA was used to perform qPCR of the 16 S rDNA and quantify the number of bacterial copies, using E. coli purified 16 S rDNA as a standard.^66^

### Colonization with bacterial inocula

Mice were inoculated by gavage with SPF mouse stool or probiotics. Cecum and colon contents from age-matched c57bl/6 male mice were dissolved in 5 ml sterile, O2-free reduced PBS. Fecal microbiota transplantation (FMT) using SPF mouse stool was performed according to De Vadder F,^66^ animals were administered a single oral gavage of 200 µl of the cecum content solution. In a different set of experiments, the probiotics were resuspended in anaerobic PBS. C57BL/6 male mice were inoculated i. g. with 200 μl of probiotics (dose range: 2 × 10^8^ to 5 × 10^9^ CFU), 3 times per week, 2 weeks before the tumor injection, and during the trials. Colonization of feces was monitored, and feces specimens were collected during and at the end of the study.

### Mouse model

All procedures in mice were approved by the Ethics Committee on Animal Care and Use of Tongji hospital of Tongji University. Male c57bl/6 mice at 6–8 week old purchased from Shanghai SLAC Laboratory Animal Co., Ltd (China) were housed in an SPF condition or germ-free condition, with free access to water and food. LLC or B16-F10 cells were injected into these mice with 1 million B16-F10 or LLC cells (including control siRNA or target siRNAs) in 100 μl sterile PBS via tail vein, and 6–8 animals per group. Animals were monitored and harvested on day 21 (LLC) or day 28 (B16-F10) after injection. The two-group t-test was used to compare two means at each time point. All animals were included for analysis. In a different set of experiments, mice were randomly grouped. 8 mice per group were i.p. injected daily with either recombinant mouse IL-11 (0.5 μg/mouse) (Peprotech)^63^ or control vehicle (PBS), 3 times per week. The mice were monitored, until the mice were sacrificed, followed by histological studies.

### Statistical Analysis

All experiments from cell lines were performed using at least three independent experiments in triplicate. Means were calculated from at least three independent experiments. All results were shown as the means ± standard errors of the means (SEM). Two-sample t-test, Log-rank test, or Chi-squared test were used for statistical analyses. Data were analyzed by GraphPad Prism software (Version 8.0, GraphPad Prism Software Inc., San Diego, CA), and a *P*-value <0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

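Plasma small RNA was sequenced in 12 libraries, 3 from each of GF, GF/Bifido, SPF/ABX and GF/EcN mice. The deposited values are raw read counts per mature miRNA made by the authors, without normalization. The paper's text does not state how reads were aligned or counted, or how low counts were removed. In the table of GF, GF/Bifido and SPF/ABX every row had at least 50 reads over the 9 libraries used. The table held 3 further columns, named SPF with a number, that match none of the samples listed for this work, and these were not used. SPF mice without antibiotics were therefore not analysed here, and no comparison of SPF/ABX with SPF was made.

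Of 679 names in this table, 81 had more than 1 row, 339 rows in all, with up to 14 rows for one name. The rows held the same counts for 30 of these names and differed for 51, and what a row stands for is not stated. Among the names, 26 had counts identical to those of another name, in 12 patterns. One row per name, that with the highest total, entered the tests. This handling of repeated rows was not set before the data were examined. The repeats were noticed before any test, but the choice was settled after GF/Bifido and GF had been fitted both ways, which gave 1 miRNA and 34 rows past the adjusted threshold. Both counts are reported, with those of DESeq2 (42) and of the other alternatives. The GF/EcN table held 1060 rows and 802 names, of which 671 were shared with the first table and were used.

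Comparisons were made with edgeR 4.0.16 in R 4.3.3, on the 2 groups compared alone, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), the two-sided quasi-likelihood test and a Benjamini-Hochberg adjusted p-value below 0.05 without a minimum fold change. Sets of miRNAs were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. DESeq2 1.42.0, other filters, other normalizations, other thresholds, fits with the replicate number as a term and fits without each library in turn were planned as alternatives before the data were examined. Fits of every row as deposited, with names of identical counts merged, and DESeq2 without adjustment were added after the data were examined. No pseudocount was needed for the tests, since the values are counts, so that alternative did not apply. A count of 0 was taken to allow up to 3 counts, which covers counting error only.

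The test was tested on simulated data drawn from the means and library sizes of these libraries, with the same spread for every miRNA and both groups. At the observed coefficient of variation of 0.369, edgeR recovered 24.1% of the changed miRNAs for a fold change of 2 and 96.9% for a fold change of 4, of 195 and 191 changed miRNAs tested. DESeq2 recovered 30.3% and 96.9%. Within the real groups the coefficient was 0.222 in GF and 0.454 in GF/Bifido. The shares therefore hold for the common spread only, and miRNAs of larger spread can be missed at larger changes. Mmu-miR-124-3p, with a log2 fold change of -4.56 in GF/Bifido against GF, did not pass. Library totals in the first table ran from 8840549 to 15981520, whereas those of GF/EcN ran from 928234 to 1878297, which widens the counting error of its low miRNAs. Positions and hairpin sequences come from the GENCODE annotation of GRCm38, the build that the paper names for mRNA sequencing. The counts carry no coordinates.

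The text names the miRNAs that the paper names, the members of the 3 sets (let-7, miR-466 with miR-467 and miR-669, and miRNAs of red cells), and those with the largest change in each direction among miRNAs past the threshold whose groups do not overlap. For GF/EcN the lowest above the limit of 3 counts were added after the results were seen. Mmu-miR-23a-3p, mmu-miR-297 members and lists of miRNAs abundant in heart and in neural tissue were used only as checks, and the lists were written after some of their values had been seen.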

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

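The heart and neural lists and the count of names at 0 below were tested after the results had been seen; the thinning of libraries and the splits of libraries were set before. No group had more than 3 libraries, so single outlying libraries were not tested.

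The GF/EcN libraries are not described in the paper. Against GF, 367 of 589 miRNAs tested had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, 176 higher and 191 lower. Against GF/Bifido, 329 of 580 passed, 156 higher and 173 lower. In both comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many, and the 9 other splits gave 0 (at an unadjusted p-value below 0.05, at most 9 and 8), but with 3 libraries against 3 the share of splits cannot fall under 0.1. Against GF, the largest rises were in mmu-miR-615-3p, with a log2 fold change of 6.06, mmu-miR-5107-3p, with 5.16, and mmu-miR-130b-5p, with 4.39, and the same 3 rose most against GF/Bifido. The miRNAs with the lowest fitted fold changes had 0 reads in all 3 GF/EcN libraries, so their order is not known. Against GF, mmu-miR-1a-1-5p was at least 3.67-fold lower, mmu-miR-7091-5p at least 1.61-fold lower and mmu-miR-8118 at least 1.10-fold lower. Against GF/Bifido, mmu-miR-1a-1-5p was at least 2.83-fold lower, mmu-miR-8118 at least 1.54-fold lower and mmu-miR-466c-5p at least 1.32-fold lower. Among miRNAs with more than 3 reads in some GF/EcN library, the lowest log2 fold changes against GF were -5.35 for mmu-miR-362-3p, -4.56 for mmu-miR-144-5p and -4.05 for mmu-miR-362-5p, and against GF/Bifido -6.65 for mmu-miR-362-3p, -4.50 for mmu-miR-144-5p and -4.39 for mmu-miR-19b-3p. The GF/EcN libraries held 0, 8 and 2 reads of mmu-miR-362-3p, 25, 140 and 23 of mmu-miR-144-5p and 0, 4 and 0 of mmu-miR-362-5p, so GF/EcN replicate 3 moves each of these means by over 1.5 times. GF/Bifido replicate 1 does so for the GF/Bifido means of mmu-miR-144-5p, mmu-miR-19b-3p and mmu-miR-8118. Mmu-miR-8118 had 9.42, 3.45 and 3.33 CPM in the GF/Bifido libraries, so its limit of 1.54-fold against GF/Bifido rests on replicate 1. A lower depth of GF/EcN argues little for the count as a whole: with GF libraries thinned to the median GF/EcN total, 277 miRNAs passed, a fall of less than 1.5 times. The heart list was lower in GF/EcN than in GF, with a median log2 fold change of -2.18 over 6 members (-1.84 with the 2 members at 0 or near it set to their limit), while the neural list had a median of 0.61. GF/EcN counts came in a table of their own, and 1 name that GF predicts at 10 or more reads in every GF/EcN library, mmu-miR-1a-1-5p, stood at 0 in all 3. Group and table coincide, so an effect of the probiotic and a difference in library making or counting cannot be told apart.

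Mmu-miR-208a-3p, which the paper does not discuss, was lower in GF/Bifido than in GF with a log2 fold change of -3.55. Its gene is in Myh6, a heart gene, so more heart RNA in GF plasma was examined. The heart list had a median log2 fold change of -0.030 over 6 members, 3 higher and 3 lower, from -0.19 to 0.34. Its most abundant member, mmu-miR-1a-3p, was 18052 ± 1848 (SD, n = 3) CPM in GF and 18341 ± 5641 (SD, n = 3) in GF/Bifido, so a small share of heart RNA would be hidden by this baseline. Less abundant members did not fall as far as mmu-miR-208a-3p. From GF to GF/Bifido, mmu-miR-208b-3p went from 2.45 to 2.27 CPM, mmu-miR-1a-1-5p from 11.1 to 9.73 and mmu-miR-133a-5p from 24.3 to 30.8. Heart RNA as the cause was not settled and stays open. Mmu-miR-208a-3p was also lower in SPF/ABX than in GF, with a log2 fold change of -2.83, but both comparisons use the same GF libraries. For the whole count of GF/Bifido against GF, 1 of the 10 splits, the real one, gave as many miRNAs past the threshold, and at an unadjusted p-value below 0.05 the real split gave 138 miRNAs and the other 9 at most 60. An effect of Bifidobacterium and a property of the 3 GF libraries stay open too.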

How the results depend on the processing

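In GF/Bifido against GF the number of miRNAs past the adjusted threshold was 1 (0 higher, 1 lower). It was the same with DESeq2's size factors and, an alternative chosen after seeing the data, with names of identical counts merged. DESeq2's Wald test gave 42 (28 higher, 14 lower), with 127 adjusted p-values not given by DESeq2, and all groups in one fit gave 5 (3 higher, 2 lower). No low-count filter and a minimum of 10 counts in every library each gave 0. The minimum removed mmu-miR-208a-3p, and without the filter its adjusted p-value was 0.0505. An unadjusted p-value below 0.05 gave 138 (85 higher, 53 lower), the same with a fold change of at least 1.5, and 95 (66 higher, 29 lower) with a fold change of at least 2. A fold change of at least 1.5 alone gave 264 (157 higher, 107 lower). Of the alternatives chosen after seeing the data, every row as deposited gave 34 rows (26 higher, 8 lower), which hold 9 distinct names (4 higher, 5 lower), every row with an unadjusted p-value below 0.05 gave 185 (108 higher, 77 lower), and DESeq2's Wald test without adjustment gave 138 (88 higher, 50 lower). The counts ran from 0 to 4 across the 6 fits that each left out one library, with 0 higher in each and from 0 to 4 lower; 4 passed without GF replicate 3. Mmu-miR-208a-3p was among the calls of the DESeq2 Wald test, of the size factors, of the fit of all groups, of the fit of every row, of the merged names and of the fits without GF replicate 3 or GF/Bifido replicate 2. Apart from the filters and thresholds, which change the miRNAs tested or called by construction, and the repeated rows, the cause was not tested.

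Replicate numbers did not pair the libraries: the deviations of same-numbered GF and GF/Bifido libraries correlated at -0.20, -0.26 and 0.00 across miRNAs. With the replicate block, 15 miRNAs, mmu-miR-208a-3p among them, passed in GF/Bifido against GF (9 higher, 6 lower), 158 in SPF/ABX against GF, 240 in GF/EcN against GF and 265 in GF/EcN against GF/Bifido. Groups in the last 3 comparisons share only 2 numbers, so those blocked contrasts rest on 4 of the 6 libraries. Same-numbered libraries there correlated at 0.23 and 0.21, at -0.23 and -0.19, and at 0.19 and -0.01.

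For mmu-miR-466i-3p the log2 fold change ran from 0.57 to 1.20 over 14 alternatives, and for mmu-miR-466f-3p from 0.67 to 1.08, above 0 and with an adjusted p-value above 0.05 in each. The fits without one library set both ends of each range. Across the 6 fits that each left out one library, the log2 fold change of mmu-let-7g-5p ran from -0.15 to 0.86, that of mmu-let-7i-5p from -0.50 to 0.42 and that of mmu-let-7e-5p from -0.23 to 0.066. The first 2 were below 0 without GF/Bifido replicate 1, and the last was above 0 without GF replicate 2 (0.045), GF replicate 3 (0.058) or GF/Bifido replicate 3. The p of the miR-466, miR-467 and miR-669 set was 0.116 with fry and 0.247 with an estimated correlation, and from 1.47e-09 to 0.0785 across the fits that left out one library, the highest without GF/Bifido replicate 1. The red cell set p was 0.247 with fry and 0.422 with an estimated correlation, and from 0.000162 to 0.169 without one library; it was above 0.05 without GF replicate 3, GF/Bifido replicate 2 or GF/Bifido replicate 3. The let-7 set p ran from 0.0210 without GF/Bifido replicate 1 to 0.775, and without GF/Bifido replicate 3 its direction turned to higher, with a p-value of 0.398. The cause was not tested.

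In SPF/ABX against GF the count was from 255 to 351 without one library, and 325 to 394 under the other alternatives apart from the block. With every row as deposited the split was 235 higher and 151 lower, against 178 and 180, and the median log2 fold change of all miRNAs moved by 0.25. In GF/EcN against GF the count was 240 with at least 10 counts in every library, where 326 miRNAs were tested, and from 294 to 378 without one library; every row as deposited gave 259 higher and 185 lower, with a median shift of 0.37. In GF/EcN against GF/Bifido it was 201 with that minimum, where 315 were tested, and from 288 to 313 without one library. There every row as deposited gave 392 (187 higher, 205 lower, against 156 and 173) and moved the median by 0.32, the minimum moved it by -0.36, DESeq2's size factors by -0.12 and the fit without GF/Bifido replicate 3 by -0.10. In GF/EcN against GF the minimum also moved it by -0.36, and no filter by 0.12. In GF/Bifido against GF every row as deposited moved it by -0.11. The smaller GF/EcN libraries limit what can be tested at low counts. The number of detected names was 673 to 679 under the alternatives set before the data were examined, and 937 rows as deposited.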

Differences from the paper's values

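The paper reports 116 upregulated miRNAs in GF/Bifido against GF, and 0 passed an adjusted p-value below 0.05 here (85 with an unadjusted p-value below 0.05). The paper reports 75 downregulated miRNAs, and 1 passed here. Its total of 898 detected miRNAs exceeds the 679 names here and is nearer to the 937 rows as deposited. What the paper counted is not stated. Its counts may be of rows, while those here are of names unless rows are named. Of the alternatives set before the data were examined, an unadjusted p-value below 0.05, with or without a fold change of at least 1.5, gave 85 higher and 53 lower, and a fold change of at least 1.5 alone gave 157 higher and 107 lower. These came within 1.5 times both of the paper's counts. DESeq2's Wald test gave 28 and 14, an unadjusted p-value below 0.05 with a fold change of at least 2 gave 66 and 29, and the other alternatives set before the data were examined gave at most 9 higher and 6 lower. An alternative chosen after seeing the values, every row as deposited with an unadjusted p-value below 0.05, gave 108 higher and 77 lower rows. The sets drawn in the paper's figure add up to about 76 raised miRNAs in Fig. 2D, read by eye, against 0 here; the unadjusted p-value below 0.05 gave 85, with a fold change of at least 2 it gave 66, and the rows as deposited gave 108.

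The paper lists mmu-miR-466i-3p and mmu-miR-466f-3p among the miRNAs raised in GF/Bifido. Both were higher here, with adjusted p-values of 0.190 and 0.171 from edgeR, and from 0.106 to 0.478 over the alternatives. An unadjusted p-value below 0.05 includes both. So do, without adjustment, DESeq2's Wald test and every row as deposited, both chosen after seeing the values; of the 3 rows of mmu-miR-466f-3p, 1 was included. Unadjusted p-values were above 0.05 for both with the replicate block (0.0652 for mmu-miR-466i-3p and 0.0685 for mmu-miR-466f-3p) and without GF replicate 2 (0.102 and 0.0937). They were also above 0.05 for mmu-miR-466i-3p without GF replicate 3 (0.0692) or GF/Bifido replicate 1 (0.0750), and for mmu-miR-466f-3p without GF replicate 1 (0.0588).

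The legend of Fig. 2D counts the let-7 families among the miRNAs that behave alike in its 3 comparisons, GF/Bifido against GF included. Here none of the 6 let-7 members passed in GF/Bifido against GF under the adjusted threshold or without adjustment; mmu-let-7a-5p, mmu-let-7d-5p, mmu-let-7e-5p and mmu-let-7f-5p were lower, with log2 fold changes of -0.29, -0.64, -0.07 and -0.39, and mmu-let-7g-5p and mmu-let-7i-5p were higher, with 0.62 and 0.20.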

Other observations

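The fits of every row and of merged names were added after the data were examined, the heart and neural lists were written after some of their values had been seen, and the estimated correlation was planned before but weighed as an explanation after its result had been seen; the 2 tests on the repeated rows, and those on the miR-297 names, the Sfmbt2 locus, the ratio for red cell lysis, the thinned libraries, and the splits for the counts of miRNAs and for the sets in GF/Bifido against GF, were set before their results were seen. The set tests of the other comparisons, with their splits and the ratio for red cell lysis in SPF/ABX, were chosen after.

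Testing every row as deposited gave 34 rows past the adjusted threshold in GF/Bifido against GF, and one row per name gave 1 miRNA. Of the 26 higher rows, 24 belonged to 2 names of the miR-466, miR-467, miR-669 and miR-297 families. In the fit of every row, adjusting over one row per name left 1 name past the threshold. With one row per name and the library sizes and scaling of every row, 0 passed. The repeats therefore may add calls through the adjustment for multiple tests, and not through the scaling.

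The set of miR-466, miR-467 and miR-669 members was higher in GF/Bifido with a camera p-value of 4.27e-06, but 4 of the 10 splits of the 6 libraries gave a p-value as small. With the correlation estimated from the data p was 0.247. Members that move together within a group may therefore account for the small camera p-value of the whole set. With names of identical counts merged p was 3.14e-05, so identical counts alone do not account for it. All 20 members of the 3p arm were higher, with a median log2 fold change of 0.89. Of the 5p arm, 12 of 21 members were higher, with a median of 0.28, and the difference between arms was not tested. Over distinct count patterns the median was 1.04 for the 15 of the 3p arm and 0.20 for the 18 of the 5p arm. The mean log2 CPM of the 3p members was 2.52, 2.73 and 2.74 in GF and 4.01, 3.12 and 3.53 in GF/Bifido, without overlap. That of the 5p members overlapped, at 2.48, 2.41 and 2.23 in GF and 3.10, 2.28 and 2.01 in GF/Bifido. The names of the miR-297 3p arm, which are CA-rich and outside the set, had a log2 fold change of 0.90, but they share 1 count pattern, so a contribution of RNA fragments from CA repeats cannot be told apart from the miRNAs. Of the members, 40 have a gene inside Sfmbt2 by name, and only 2 have none, with a median log2 fold change of 0.49, too few to separate transcription of that locus from other causes.

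The red cell set was lower in GF/Bifido with a camera p-value of 0.0266 and 9 of 9 members lower, and 4 of the 10 splits gave a p-value as small. The log2 ratio of mmu-miR-451a to mmu-miR-23a-3p, a measure of red cell lysis, was 1.78 ± 0.18 (SD, n = 3) in GF, 0.03 ± 0.92 (SD, n = 3) in GF/Bifido, 0.13 ± 0.33 (SD, n = 3) in SPF/ABX and 1.06 ± 0.49 (SD, n = 3) in GF/EcN. The difference between GF/Bifido and GF was -1.75, and every GF/Bifido library was below every GF library. Less red cell lysis in GF/Bifido plasma would give this direction. Mmu-miR-451a is itself in the set. The ratio separates the groups, so its effect on the other miRNAs could not be removed. Mmu-miR-23a-3p itself was higher, at 20570, 31616 and 45894 CPM (not scaled by TMM) in GF/Bifido against 16783, 18836 and 18565 in GF. Mmu-miR-451a was lower, at 29160, 48701 and 22593 against 66621, 61240 and 58609. Both therefore moved the ratio, which does not measure red cell lysis alone. For the let-7 set, 8 of the 10 splits gave a p-value as small as its camera p-value of 0.509.

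The same 3 sets were tested in the other comparisons, 12 tests in all, and adjusted p-values here are over these 12. In SPF/ABX against GF all 3 sets were lower. The let-7 set had 8 of 9 members lower, a median log2 fold change of -1.26 and a camera p-value of 0.000185 (adjusted 0.000806), the red cell set 9 of 9 lower, -0.78 and 0.000201 (adjusted 0.000806), and the miR-466, miR-467 and miR-669 set 31 of 40 lower, -0.71 and 0.000912 (adjusted 0.00274), the opposite direction to that in GF/Bifido. With fry the p-values were 0.00901, 0.00225 and 0.0105, and with an estimated correlation 0.168, 0.138 and 0.247. Of the 10 splits, 2, 1 and 4 gave a camera p-value as small. The log2 ratio of mmu-miR-451a to mmu-miR-23a-3p differed by -1.65 between SPF/ABX and GF, with every SPF/ABX library below every GF library. Less red cell lysis in SPF/ABX plasma would give this direction too. Mmu-miR-23a-3p was again higher than in any GF library, at 38116, 27643 and 35194 CPM in SPF/ABX. Mmu-miR-451a was lower, at 32560, 36936 and 40225, so the ratio does not measure red cell lysis alone here either. In GF/EcN against GF the let-7 set had a camera p-value of 0.0498 (adjusted 0.0995), the red cell set 0.120 and the miR-466, miR-467 and miR-669 set 0.939, with 3, 2 and 10 of the 10 splits as small; fry gave 0.00312, 0.000825 and 0.758, and an estimated correlation 0.304, 0.181 and 0.978. In GF/EcN against GF/Bifido the camera p-values were 0.259, 0.678 and 0.137, with 7, 10 and 6 of the 10 splits as small. In GF/Bifido against GF the adjusted p-values were 0.611, 0.0640 and 5.13e-05. Single members could differ from their set. Adjusted over all miRNAs tested, with DESeq2's size factors, edgeR's quasi-likelihood p-values in GF/EcN against GF were 0.0115 for mmu-miR-466i-3p and 0.000245 for mmu-miR-466f-3p. In SPF/ABX against GF they were 0.00871 and 0.208. With the replicate block those of mmu-miR-466i-3p were 0.251 and 0.0710. The separate origin of the GF/EcN counts limits the first comparison.

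The paper compares SPF/ABX with SPF mice, which were not analysed here. Against GF, SPF/ABX plasma had 358 of 664 miRNAs past the adjusted threshold in edgeR's quasi-likelihood test, 178 higher and 180 lower, and 1 of the 10 splits, the real one, gave as many, while the 9 others gave 0 (at most 42 at an unadjusted p-value below 0.05). With SPF/ABX libraries thinned to the median GF total 353 passed, which argues against depth. The largest fitted rises were in mmu-miR-3095-3p, with a log2 fold change of 2.93, mmu-miR-129b-5p, at least 5.29-fold higher, and mmu-miR-6540-5p, with 2.84. The largest falls were in mmu-miR-124-3p, with -4.70, mmu-miR-130a-5p, with -3.84, and mmu-miR-202-5p, with -3.44. Mmu-miR-124-3p had 2394, 851 and 78 reads in the 3 GF libraries and 79, 41 and 36 in SPF/ABX, so its mean rests on GF replicates 1 and 2, and mmu-miR-202-5p had 80, 390 and 706 in GF and 52, 79 and 33 in SPF/ABX, so its mean rests on GF replicates 2 and 3. Both were also lower in GF/Bifido than in the same GF libraries, with log2 fold changes of -4.56 (adjusted p-value 0.133) and -2.80 (adjusted p-value 0.148). The comparisons share their GF libraries, so this cannot decide whether the falls are particular to SPF/ABX. A property of the GF libraries stays open for them. Mmu-miR-124-3p was 34.7 ± 18.7 (SD, n = 3) CPM in GF/EcN and 3.69 ± 1.83 (SD, n = 3) in GF/Bifido. GF/EcN counts came in a separate table, so this does not decide it either. Mmu-miR-130a-5p had a log2 fold change of 0.29 in GF/Bifido against GF. The neural list had a median log2 fold change of 0.18 over 10 members, which went both ways (7 higher and 3 lower, from -1.42 for mmu-miR-9-5p to 0.96), and its most abundant member, mmu-miR-218-5p, was 444 ± 47.1 (SD, n = 3) CPM in GF and 509 ± 58.8 (SD, n = 3) in SPF/ABX. This does not decide whether brain RNA was present in GF plasma, and that stays open. The heart list had a median of -0.09 in the same comparison. In GF/Bifido against GF the neural list had a median of 0.52, and in GF/EcN against GF/Bifido the neural and heart lists had medians of -0.18 and -2.29 (0.14 and -1.73 with 1 member of each at its limit). Antibiotic treatment, colonization and housing differ together between SPF/ABX and GF and stay open.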
